# Identification of distinct and age‐dependent p16^High^ microglia subtypes

**DOI:** 10.1111/acel.13450

**Published:** 2021-10-01

**Authors:** Nynke Talma, Emma Gerrits, Boshi Wang, Bart J.L. Eggen, Marco Demaria

**Keywords:** Aging, cellular senescence, senescence, p16, neuroscience

## Abstract

Cells expressing high levels of the cyclin‐dependent kinase (CDK)4/6 inhibitor p16 (p16^High^) accumulate in aging tissues and promote multiple age‐related pathologies, including neurodegeneration. Here, we show that the number of p16^High^ cells is significantly increased in the central nervous system (CNS) of 2‐year‐old mice. Bulk RNAseq indicated that genes expressed by p16^High^ cells were associated with inflammation and phagocytosis. Single‐cell RNAseq of brain cells indicated p16^High^ cells were primarily microglia, and their accumulation was confirmed in brains of aged humans. Interestingly, we identified two distinct subpopulations of p16^High^ microglia in the mouse brain, with one being age‐associated and one present in young animals. Both p16^High^ clusters significantly differed from previously described disease‐associated microglia and expressed only a partial senescence signature. Taken together, our study provides evidence for the existence of two p16‐expressing microglia populations, one accumulating with age and another already present in youth that could positively and negatively contribute to brain homeostasis, function, and disease.

**Abbreviations**
AD: Alzheimer’s disease
CAM: CNS associated macrophages
CDK: Cyclin dependent kinase
CDP: Central animal facility
CNS: Central nervous system
DAM: Disease associated microglia
DEC: Animal care and use committee
GRP: Glial restricted progenitor
HOM: Homeostatic microglia
HSV: Herpes simplex virus
HVG: Highly variable feature
IFN: Interferon microglia
logFC: Log fold change
mRFP: Monomeric red fluorescent protein
MS: Multiple sclerosis
OPC: Oligodendrocyte progenitor cell
PCA: Principal component analysis
PD: Parkinson’s disease
qRT‐PCR: Quantitative real‐time poly chain reaction
SASP: Senescence associated secretory phenotype
tTK: thymidine kinase
UM: Unknown microglia
UMAP: Uniform manifold approximation and projection
WGCNA: Weighed gene correlation network analysis

## 1 INTRODUCTION

Cyclin‐dependent kinase (CDK)4/6 inhibitor p16^INK4a^ (from now on referred to as p16) levels gradually increase with age in multiple tissues and organisms (Herbig et al., 2006; Liu et al., 2009; Melk et al., 2004; Yousefzadeh et al., 2020). p16^High^ cells actively contribute to aging and age‐associated dysfunctions by restricting the regenerative potential of the tissue (Martin et al., 2014) and promoting chronic inflammation (Sanada et al., 2018). Genetic or pharmacological ablation of p16^High^ cells is able to increase health‐ and lifespan in mice (Baker et al., 2016; Xu et al., 2018). p16 expression is a common feature of cellular senescence (Liu et al., 2019), a state of stable and generally irreversible growth arrest originally described as a key process regulating cellular and organismal aging (Hayflick & Moorhead, 1961). Senescent cells are characterized by various structural changes, including misshaped nuclei, enhanced lysosomal content and phagocytic activity, altered mitochondria morphology, and changed plasma membrane composition (Hernandez‐Segura et al., 2018). In addition, senescent cells acquire a pro‐inflammatory phenotype by releasing cytokines and chemokines (a phenotype collectively defined as the SASP—senescence‐associated secretory phenotype) (Gorgoulis et al., 2019). Virtually, all cells can up‐regulate p16 levels, but this induction is not always reflected by a fully senescent state. For example, p16 expression is significantly increased in aged macrophages (Hall et al., 2016), but p16 overexpression can also be observed in young macrophages responding to physiological stimuli (Hall et al.,l., 2017), (Behmoaras & Gil, 2021).

Aging leads to a reduction in brain volume and cognition (Peters, 2006) and is the main risk factor for dementia and neurodegeneration (Wyss‐Coray, 2016). Aging and neurodegenerative conditions induce a common gene expression signature in microglia, the resident immune cells of the CNS (Galatro et al., 2017). Microglia exhibit a hypersensitive and pro‐inflammatory phenotype, known as priming, in particular during aging and neurodegeneration (Norden & Godbout, 2013; Perry & Holmes, 2014; Raj et al., 2014). These primed microglia exert an increased inflammatory response and thereby alter CNS function (Norden & Godbout, 2013). In addition to primed immune cells, the accumulation of pro‐inflammatory senescent cells in the CNS may also predispose elderly to neurodegenerative diseases or aggravate disease etiology (Kritsilis et al., 2018). In the CNS, p16 expression increases during natural aging and in brains affected by pathologies such as Parkinson's disease (PD), multiple sclerosis (MS), and Alzheimer's disease (AD) (Martin‐Ruiz et al., 2020; Nicaiseet al., 2019; Zhang et al., 2019). Removal of p16^High^ cells ameliorates the progression of neurodegeneration in amyloid and tau AD mouse models and in mice exposed to the neurotoxin paraquat (Bussian et al., 2018; Chinta et al., 2018; Zhang et al., 2019). In a neurodegenerative context, different cell types become p16^High^ and influence disease progression. A recent study has attempted to identify senescent cell types naturally occurring in the murine aging brain using single‐cell transcriptomic profiling, and identified an enrichment of p16^High^ cells in microglia and OPCs (Ogrodnik et al.,l., 2021). However, a limitation of single‐cell RNA sequencing (scRNAseq) is its ability to detect low abundant transcripts, which is the case of the *p16* transcript. Here, we aimed to identify p16^High^ cell populations in the aging brain by using a transgenic mouse model that allows for the isolation of cells expressing p16 at the protein level, and then perform validation of the findings in wild‐type mice and humans.

## 2 RESULTS

### 2.1 RFP^High^ cells expressing inflammatory and phagocytosis‐related genes accumulate in the aging brain of p16‐3MR mice

The p16‐3MR mouse contains a monomeric red fluorescent protein (mRFP) fused to Renilla Luciferase and a truncated herpes simplex virus (HSV)‐1 thymidine kinase (tTK), under control of the p16 promoter (Demaria et al., 2014). In order to evaluate whether the levels of the 3MR transgene and the number of 3MR^High^ cells increase in the brain with age, we measured RFP signal and percentage of cells expressing high levels of RFP in 7‐ to 12‐week (defined young) and 105‐ to 116‐week (defined old) mice by flow cytometry (Figure S1a). The mean mRFP intensity was significantly higher in old mice (Figure 1a), and the percentage of cells expressing high levels of RFP (RFP^High^) cells increased >sevenfold with aging, from ~0.2% in young to ~1.5% in old mouse brains (Figure 1b). Importantly, the purified RFP^High^ population was enriched in cells expressing high levels of the p16 transcript (Figure S1b).

**FIGURE 1:**
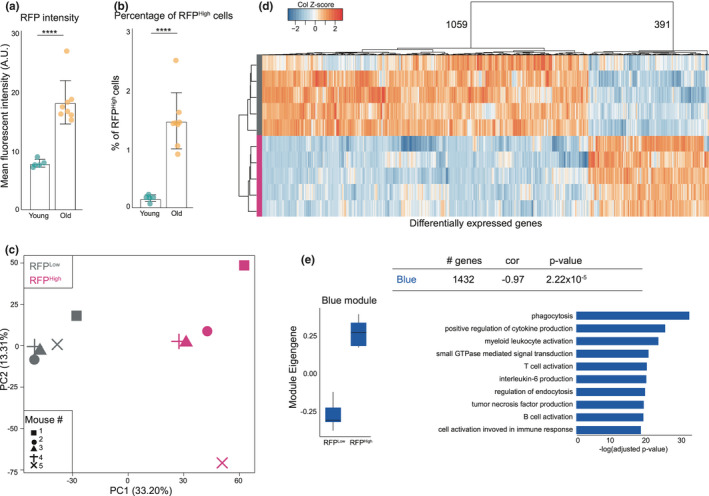
p16‐RFP expression is increased in the brain of aged p16‐3MR mice and abundantly express inflammatory and microglia genes. (a) Mean fluorescent RFP intensity of all viable cells in young compared to old brains. ****p<0,0001. (b) Percentage of viable cells positive for RFP in young mouse brains compared to old. ****p<0,0001. (c) PCA plot of bulk sequenced RFP^Low^ and RFP^High^ cells from old mouse brains. (d) Heatmap of all differentially expressed gene between the RFP^Low^ and RFP^High^ samples. E: Expression and gene‐ontology analysis of a WGCNA module enriched in RFP^High^ samples

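Bulk gene expression profiles were analysed for 10 samples from 5 old male p16‐3MR mice, which were 113, 115, 116, 116 and 116 weeks of age (mice 1 to 5). In these mice a red fluorescent protein is expressed from the p16 promoter. Each mouse gave 1 sample of viable brain cells with low fluorescence (RFP Low) and 1 sample with high fluorescence (RFP High), so that the 2 populations were paired by mouse. The authors made 3′ libraries, which count 1 tag near the end of each transcript, and deposited the number of reads per gene after the Lexogen pipeline for libraries with unique molecular identifiers, without normalization. Between 177287 and 415834 counts fell on genes in the RFP Low samples (median 248471) and between 222560 and 289713 in the RFP High samples (median 242798), so that weakly expressed genes had few counts. Levels are given as CPM, the counts of a gene relative to the counts on all genes. The share of counts that the authors' counting assigned to no gene was 34.9% ± 2.24 (SD, n = 5) in the RFP Low samples and 41.5% ± 4.27 (SD, n = 5) in the RFP High samples, and these reads were left out of the library sizes. Library sizes were scaled with the trimmed mean of M values (TMM). A gene was tested when at least 5 samples reached the CPM that equals 10 counts in the median library, 40.7, and the gene had at least 15 counts in all, which left 4210 of the 18571 genes with at least 1 count. The log2 CPM values were weighted by their precision with voom, and limma was fitted with the mouse as a block. A gene was called differentially expressed at a Benjamini‐Hochberg adjusted p‐value under 0.05 and an absolute log2 fold change above 1. Genes under the minimum count were tested in a second fit to the 13252 genes of highest mean CPM, the number of tested genes that the p‐values and adjusted p‐values of Table S1 imply.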

We then isolated RFP^Low^ and RFP^High^ cells from aged brains and generated gene expression profiles of both populations using bulk RNA sequencing (RNAseq). 

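In the log2 CPM values of the 4210 tested genes, centred but not scaled, the first principal component held 49.7% of the variance and the second 13.4%. The scores on the first component lay between −33.5 and −19.1 in the RFP Low samples and between 18.2 and 46.2 in the RFP High samples, and were higher in the RFP High sample in 5 of 5 mice. In an exact permutation test with labels exchanged within mice, 2 of 32 assignments gave a difference as large in either direction, the fewest that 5 pairs allow. With labels exchanged over all 10 samples, the exact permutation test gave p = 0.00794, also the smallest value possible. Along the second component the populations overlapped, and RFP High samples had both the highest score, 33.1 in mouse 1, and the lowest, −32.0 in mouse 5. The share of the first component was 31.0% with genes scaled to unit variance and 56.3% without mouse 1.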

Principal component analysis (PCA) showed significant transcriptional differences between the RFP^Low^ and RFP^High^ populations as indicated by the first principal component (Figure 1c). Differential gene expression analysis revealed 1459 differentially expressed genes between the two populations (Figure 1d). 

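Of the 4210 tested genes, 573 were called differentially expressed, with 228 higher and 345 lower in the RFP High samples, and 541 of the 573 changed in the same direction in all 5 mice. Among the genes changed the same way in every mouse, *Laptm5* (ENSMUSG00000028581; GRCm38 chromosome 4, 130913125 to 130936141, plus strand) had the smallest p‐value of the genes higher in RFP High. It had 670 ± 175 CPM (SD, n = 5) in the RFP Low samples and 2119 ± 302 CPM (SD, n = 5) in the RFP High samples, a log2 fold change of 1.67 (standard error 0.13, adjusted p = 2.69e-10 from limma). The next 4 genes were *Ctss*, *Fcgr3*, *Apbb1ip* and *Pmepa1*, with log2 fold changes from 1.23 for *Ctss* to 1.58 for *Apbb1ip*. The RFP Low sample of mouse 1 stood above the other RFP Low samples in *Apbb1ip* and *Pmepa1*. Among the genes lower in RFP High, *Flt1* (ENSMUSG00000029648; chromosome 5, 147561604 to 147726011, minus strand) had the smallest p‐value. It fell from 1290 ± 509 CPM (SD, n = 5) to 32.7 ± 19.2 CPM (SD, n = 5), a log2 fold change of −5.15 (standard error 0.35, adjusted p = 2.96e-11 from limma). *Sptbn1*, *Slc2a1*, *Spock2* and *Cldn5* followed, with log2 fold changes from −3.65 for *Slc2a1* to −3.02 for *Sptbn1*. With the 13252 genes of highest mean CPM tested, 1313 genes were called, 352 higher and 961 lower. The total thus moved with the genes tested. It moved little with ordinary scalings, to 580 genes with the median of ratios and 561 with the library size alone. A scaling built to set microglia genes to no change moved it most. When library sizes were taken from 20 microglia genes in this way, the median log2 fold change of all genes moved by −1.05, and 3 genes were called higher and 2305 lower. Relative to these microglia genes the log2 fold change of *Laptm5* was 0.63 (adjusted p = 1.70e-04 from limma), *Apbb1ip* had 0.54 (0.00661) and *Fcgr3* 0.45 (0.0121), while *Ctss* (0.18) and *Pmepa1* (0.30) had adjusted p‐values of 0.0928 and 0.0602.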

Among the most enriched genes in the RFP^High^ samples (Table S1) were *Cass4* and *Apba2* (or *Mint2*), which are involved in amyloid synthesis and AD (Beck et al., 2014; Ho et al., 2008) and genes associated with macrophage activation, like *Akr1b3*, *Angptl7*, and *Ticam2* (Qian et al., 2016; Ramana et al., 2006; Seya et al., 2005).

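All 5 of these genes had few counts and lay under the minimum count, so that their values come from the fit to the 13252 genes of highest mean CPM. *Cass4* (ENSMUSG00000074570; GRCm38 chromosome 2, 172393794 to 172433757, plus strand) had 6 counts in the RFP Low samples together and 29 in the RFP High samples. Its level was 5.67 ± 9.62 CPM (SD, n = 5) in RFP Low and 23.5 ± 10.7 CPM (SD, n = 5) in RFP High, and was higher in RFP High in 4 of 5 mice. The log2 fold change was 2.31 (standard error 0.68, adjusted p = 0.0137 from limma), and the adjusted p was 0.0555 without mouse 2, 0.163 without mouse 4 and 0.130 relative to the microglia genes. *Ticam2* (ENSMUSG00000056130; chromosome 18, 46557291 to 46574533, minus strand) had 6 and 38 counts, with 3.72 ± 4.10 CPM (SD, n = 5) in RFP Low and 31.7 ± 18.5 CPM (SD, n = 5) in RFP High. It was higher in RFP High in 5 of 5 mice, with a log2 fold change of 2.70 (standard error 0.64, adjusted p = 0.00148 from limma). *Angptl7* had 3 counts in the RFP Low samples and 18 in the RFP High samples. No RFP Low sample was above 3 counts, the limit that a count of 0 allows. Without allowance for counting error in RFP High, the mean of *Angptl7* there was 1.20 times this limit. Its adjusted p was 0.0193, but 0.0700 without mouse 1, 0.134 without mouse 4 and 0.143 relative to the microglia genes. *Apba2* and *Akr1b3* had 0 counts in every RFP Low sample and 12 and 10 counts in the RFP High samples, 8 of the 12 *Apba2* counts in mouse 4. At this depth the limit for the RFP Low samples was not below the RFP High level, so no fold change is given. The adjusted p was 0.0872 for *Apba2* and 0.0521 for *Akr1b3*. With all 18571 genes tested it was 0.103 for *Apba2* and 0.0257 for *Akr1b3*.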

To determine whether gene networks in RFP^High^ samples associated with specific biological or cellular functions, a weighted gene correlation network analysis (WGCNA) (Langfelder & Horvath, 2008) was performed, resulting in branches, or modules, of highly correlating genes (Figure S1c; Table S2). One of these modules (the “blue” module), involved in phagocytosis and cytokine production, was significantly enriched in the RFP^High^ samples, as reflected by the Module Eigengene, or first principal component, of the module (Figure 1e; Figure S1d‐h). These data suggest that RFP^High^ cells accumulate in the aging brain and are enriched in expression of genes associated with inflammation and phagocytosis pathways.

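Table S2 lists 1432 genes for the blue module, of which 1411 were matched to a gene in the counts and 912 were tested. The module was built on these samples, so that its relation to the populations is not independent evidence. The network itself was not rebuilt here. The Module Eigengene was computed as the first principal component of the standardized log2 CPM values, and held 56.0% of the variance of the 912 genes. It lay between −0.424 and −0.112 in the RFP Low samples and between 0.191 and 0.442 in the RFP High samples, and was higher in RFP High in 5 of 5 mice. Its correlation with the population, with RFP High as 1 and RFP Low as 0, was 0.95 (exact permutation test within mice, 2 of 32 assignments as large in either direction). Of the 912 genes, 909 had a log2 fold change above 0, with a median of 0.72. The module held 218 of the 228 genes called higher in RFP High, and none of the genes called lower. With library sizes taken from the 20 microglia genes, all of which belong to the module, all genes are lowered by about 1.05, more than the median rise of the module, and the correlation was −0.84.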

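Lists of phagocytosis and cytokine production genes written from general knowledge were tested in the same samples. Of 64 phagocytosis genes, 42 were tested, and 38 of these had a log2 fold change above 0, with a median of 0.79 (p = 2.97e-11 from limma's camera test with a preset correlation, and 4.95e-11 after Benjamini‐Hochberg adjustment over 5 lists). Of the 42 genes, 28 were higher and 3 lower in RFP High at an adjusted p‐value under 0.05 adjusted over the list alone, against 25 and 2 adjusted over all genes tested. Of 63 cytokine production genes, 37 were tested, and 29 had a log2 fold change above 0, with a median of 0.50 (p = 4.51e-04 from limma's camera test with the same preset correlation, and 5.63e-04 after Benjamini‐Hochberg adjustment). Here 17 genes were higher and 4 lower when adjusted over the list alone, and 13 and 2 over all genes tested. With an estimated correlation the camera p‐values were 0.00139 and 0.0235, and with limma's fry test 1.78e-05 and 4.63e-04. The blue module holds 35 of the phagocytosis and 28 of the cytokine production genes. The median of the 20 microglia genes was higher, at 1.17. With library sizes taken from these genes, which lowers all genes by about 1.05, the median log2 fold change was −0.26 for phagocytosis and −0.52 for cytokine production, so that both rose by less than the microglia genes. The p‐values from limma's camera test, which compares a list with the other genes, were then 1.03e-07 and 3.29e-04. Genes that other cells in the RFP Low samples also express would rise less, so the smaller rise does not show a change within microglia. From the number of RFP High cells in old brains and the genes of the module, the paper proposes that RFP High cells accumulate in the aging brain and are enriched for inflammation and phagocytosis genes.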

### 2.2 Single‐cell transcriptomic profiling demonstrates accumulation of RFP^High^ microglia with aging in p16‐3MR mice

To further characterize the phenotype of the RFP^High^ cell population in the aged mouse CNS, we compared scRNAseq profiles of purified RFP^High^ cells to unsorted CNS cell samples (Figure S2a‐d; Table S3). We identified 14 clusters in the dataset, using unsupervised, graph‐based clustering analysis where each cluster corresponds to a distinct cell type (Figure 2a). The cell types were identified based on the expression of well‐known cell type marker genes: *P2ry12*, *Cx3cr1*, and *Tgfbr1* for microglia; *Cldn5* for endothelial cells; *Gfap*, *Aqp4*, and *Atp1b2* for astrocytes; *Grid2* for Purkinje neurons; *Npy* and *Fabp7* for glial restricted progenitors (GRP); *Cd3g* for T/NK cells; *H2*‐*Aa* for monocytes; *F13a1* for CNS‐associated macrophages (CAMs); *Pdgfrb* for mural cells; *Acta2* for neutrophils; *Map1b* for neurons; *Dcn* and *Col1a1* for fibroblasts; *Olig1*, *Mobp*, and *Plp1* for oligodendrocytes; *Ms4a1* for B cells; *Ttr* for unidentified population 1 (unknown 1); and *Ak7* for unidentified population 2 (unknown 2) (Figure 2b; Table S4). Next, for the total viable and the RFP^High^ populations, the distribution of cell types within each sample was compared. Microglia, astrocytes, and endothelial cells were the most abundant cell types obtained with our isolation method (total viable population) from aged mouse brains, while other cell types such as neurons and oligodendrocytes were less abundant, and most likely underrepresented compared to their normal physiological distribution in the CNS (Valério‐Gomes et al., 2018). Strikingly, the RFP^High^ sample was almost exclusively comprised of microglia (94.6%) and some glial restricted progenitors (2.6%) (Figure 2c and d).

**FIGURE 2:**
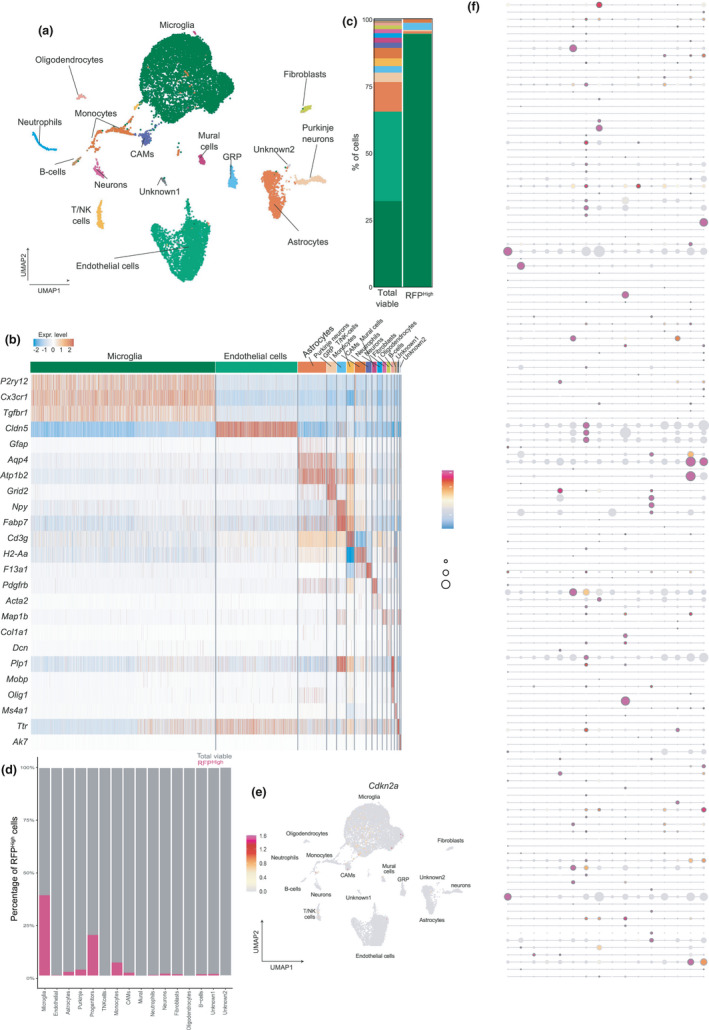
RFP^High^ cells are highly enriched for microglia. (a) UMAP depicting mouse CNS with cluster annotations based on cell types. (b) Heatmap showing the expression of cell type markers in each cluster. (c) Barplot of cluster distribution of total viable cells and RFP^High^ cells. (d) Barplot showing the percentage of RFP^High^ cells for each cell type. (e) *Cdkn2a* plotted in UMAP of all sequenced single cells. (f) Dotplot showing the expression of senescence markers in each cluster

The scRNAseq data confirmed that microglia expressed *Cdkn2a*, the genomic locus containing *p16*, more abundantly compared to other cell types in the CNS (Figure 2e). To investigate whether microglia showed additional markers of cellular senescence, the expression levels of a list of 162 senescence‐associated genes in each cell type were evaluated (Table S5). These genes were variably expressed and not abundantly present in the microglia population (Figure 2f). These data suggest that RFP^High^ microglia accumulate in the aging brain of p16‐3MR mice and that their transcriptional profile differs from a classical senescence‐associated gene signature.

### 2.3 Microglia are enriched in *p16* in the brains of wild‐type mice and humans

To confirm the presence of RFP^High^ microglia in aged brains, we used different methods. First, from the bulk RNAseq list, we investigated the expression level of cell type‐specific genes in the RFP^High^ fraction: *Hexb*, *Cxcr1*, *P2ry12*, and *Tmem119* for microglia; *Aqp4* and *Gfap* for astrocytes; *Cldn5* and *Vcan* for endothelial cells; *Rbfox3* for neurons; *F13a1* for CNS‐associated macrophages; *Plp1* for oligodendrocytes; and *Pdgfra* for oligodendrocyte progenitor cells and fibroblasts (Figure 3a). The expression level of microglia genes was consistently higher in the RFP^High^ samples, while in the RFP^Low^ samples, endothelial cell, oligodendrocyte, and oligodendrocyte progenitor cell markers were more abundantly expressed. 

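*Tmem119*, *Cx3cr1* and *P2ry12* were higher in the RFP High sample in 5 of 5 mice. *Tmem119* (ENSMUSG00000054675; GRCm38 chromosome 5, 113793729 to 113800516, minus strand) rose from 446 ± 65.9 to 1030 ± 113 CPM (SD, n = 5 each), a log2 fold change of 1.20 (standard error 0.14, adjusted p = 2.17e-07 from limma). *Cx3cr1* and *P2ry12* had log2 fold changes of 0.90 and 1.01, with adjusted p‐values of 6.01e-07 and 9.10e-07. The RFP High sample of mouse 1 stood above the other RFP High samples in *P2ry12*. The text names *Cxcr1*, for which there were 0 counts in all 10 samples, while Figure 3a shows *Cx3cr1*. Relative to the 20 microglia genes, which include *Cx3cr1*, *P2ry12* and *Tmem119*, these had log2 fold changes of −0.14, −0.04 and 0.15, in that order. *Cldn5* (ENSMUSG00000041378; chromosome 16, 18776847 to 18778262, plus strand) fell from 589 ± 236 to 55.2 ± 35.6 CPM (SD, n = 5 each), a log2 fold change of −3.37 (standard error 0.27, adjusted p = 3.05e-10 from limma). *Aqp4* had a log2 fold change of −0.40 (adjusted p = 0.226). The remaining genes lay under the minimum count and were tested with the 13252 genes of highest mean CPM. *Gfap* had 16 counts in RFP Low and 25 in RFP High and was higher in RFP High in 5 of 5 mice, with a log2 fold change of 0.79 (adjusted p = 0.475). *Vcan* had a log2 fold change of −1.85 (adjusted p = 0.0369), which was not called without mouse 1 (0.168) or mouse 2 (0.241), with thinned counts (0.204) or without the mouse as a block (0.0603). *F13a1* had a log2 fold change of −1.40 (adjusted p = 0.0878). *Rbfox3* had 12 counts in RFP Low and 3 in RFP High (adjusted p = 0.248), where no RFP High sample was above 3 counts. *Pdgfra* had 19 counts in RFP Low and 0 in every RFP High sample (adjusted p = 0.00172). Its mean in RFP Low was 1.31 times the limit of 3 counts for RFP High, without allowance for counting error in RFP Low.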

Second, we deconvoluted transcriptomes of the bulk RFP^High^ samples with CIBERSORT, using our single‐cell data as the reference matrix (Table S4). Again, a pattern of enrichment for microglia in the RFP^High^ cell population was observed (Figure 3b).

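The single‐cell reference of this deconvolution was not analysed here, and the cell type proportions were not recomputed. The marker genes by which the paper names its clusters were examined in the bulk samples instead. *Tgfbr1*, a microglia marker, rose from 479 ± 137 to 1122 ± 259 CPM (SD, n = 5 each), a log2 fold change of 1.22 (adjusted p = 1.01e-06 from limma). *Npy*, a marker of glial restricted progenitors, was higher in RFP High in 5 of 5 mice with a log2 fold change of 1.54 (adjusted p = 9.41e-07, but 0.120 without the mouse as a block and 0.0546 relative to the microglia genes), while *Fabp7* of the same cells did not differ (log2 fold change 0.31, adjusted p = 0.416). The markers of monocytes (*H2‐Aa*, −2.93), oligodendrocytes (*Mobp*, −3.55, and *Olig1*, −3.64), fibroblasts (*Dcn*, −1.67) and *Ttr* of an unidentified cluster (−2.05) had negative log2 fold changes and were lower in RFP High in 5 of 5 mice, with adjusted p‐values of 0.00940 or less. Single samples stood apart in *Dcn*, *Mobp*, *Olig1* and *Ttr*, and *Dcn* was not called without mouse 4 (adjusted p = 0.0547) or without the mouse as a block (0.0644). *Acta2*, which the paper lists for neutrophils, had 39 counts in RFP Low and 1 in RFP High. Its mean in RFP Low was 2.73 times the limit of 3 counts for RFP High, without allowance for counting error in RFP Low. The astrocyte marker *Atp1b2* (−0.20) and the neuron marker *Map1b* (−0.40) did not differ by more than the spread between mice, with adjusted p‐values of 0.628 and 0.525. *Pdgfrb* of mural cells was lower (−3.06, adjusted p = 1.35e-04). *Cd3g* had 8 counts in RFP Low and 0 in RFP High, *Col1a1* 18 and 4, *Ms4a1* 11 and 3 and *Ak7* 1 and 0, too few to give a fold change. The shares of counts on marker lists of 12 cell types were also compared within mice. The share of the 20 microglia genes was 2.19% ± 0.440 in RFP Low and 4.49% ± 0.435 in RFP High (SD, n = 5 each) and rose in 5 of 5 mice. The CNS-associated macrophage share also rose in 5 of 5 mice, from 0.101% ± 0.0195 to 0.184% ± 0.0184 (SD, n = 5 each). The endothelial share was 0.923% ± 0.381 in RFP Low and 0.0663% ± 0.0195 in RFP High, and was lower in RFP High in every mouse. The astrocyte share was 0.670% ± 0.119 in RFP Low and 0.572% ± 0.298 in RFP High, and was higher in RFP High in 3 of 5 mice.

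**Figure D1:**
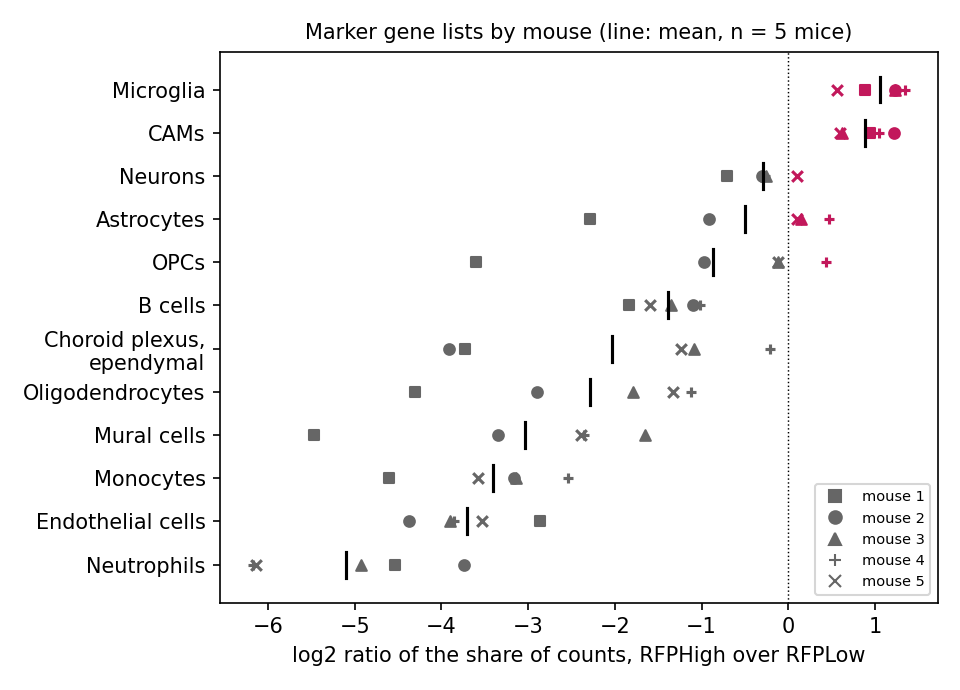
Log2 ratio of the share of counts on each marker list, RFP High over RFP Low, for 12 cell types and 5 mice (symbols), with the mean over mice as a line. The microglia list lies above 0 in every mouse, and so does the CNS-associated macrophage list, from 0.59 to 1.21. Of 10 tested genes of the macrophage list, 1 was called higher. The endothelial list lies between −4.37 and −2.86, and the astrocyte list lies on both sides of 0, from −2.29 to 0.47.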

**FIGURE 3:**
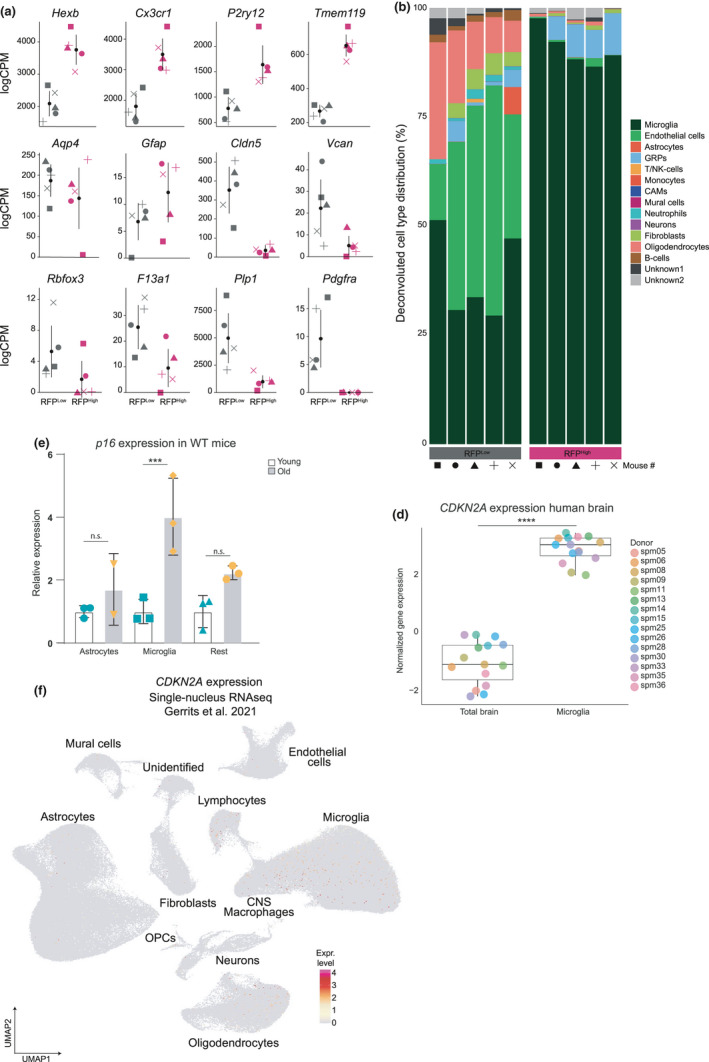
Increased expression of p16 in mouse and human microglia. (a) Gene expression of cell marker genes in RFP^Low^ compared to RFP^High^ mouse samples. (b) Barplot showing the distribution of cells types in the mouse CNS bulk dataset after deconvolution. (c) *p16* expression measured by qPCR in cells isolated from young and old mouse brains. ****p<0,0001. (d) *CCKN2A* expression in human microglia and total cortical tissue (from Galatro et al., 2017). ****p<0,0001E: UMAP depicting *CDKN2A* expression in 450,000 CNS cell nuclei (Gerrits et al. 2021)

To validate the correlation between p16 and RFP positivity in a non‐transgenic background, we measured p16 levels in wild‐type animals. We isolated microglia, astrocytes, and non‐microglia/non‐astrocyte (defined as “the rest”) cells from the brain of young and old wild‐type C57BL/6 mouse brains and evaluated the *p16* transcript levels of the isolated populations. Only microglia of old mice revealed a significant *p16* upregulation, while no significant differences between young and old mice were detected neither in astrocytes, a cell population that was minimally represented in the RFP^High^ cells isolated from aged p16‐3MR mice, nor in other mixed cell types mainly consisting of endothelial cells (Figure 3c).

Next, we evaluated the level of *p16* expression in human microglia and cortical CNS tissue (Galatro et al., 2017). Strikingly, we measured a significant enrichment for *CDKN2A*, the genomic locus containing *p16*, in the microglia population compared to the total brain samples (Figure 3d). In addition, we determined the expression levels of *CDKN2A* in a single‐nucleus RNA sequencing data set of human AD cases and healthy donors (Gerrits et al., 2021). Also in this dataset, *CDKN2A* was most abundantly expressed by microglia (Figure 3e). Interestingly, lymphocytes and oligodendrocytes, underrepresented in our mouse scRNAseq, also expressed *CDKN2A* in human brains. Altogether, these data confirm that both in the mouse and in the human aged brain, p16^High^ cells are mostly present in the microglia population.

### 2.4 RFP^High^ cells cluster in two distinct and previously unreported microglia populations

Recent reports based on single‐cell transcriptomes identified context‐dependent microglia subtypes (Masuda et al., 2020; Sierksma et al., 2020). Subclustering analysis of the entire microglia population from our single‐cell dataset (RFP^High^ and unpurified) revealed 5 distinct subpopulations: 3 previously described—a population which surveils the surroundings and maintains homeostasis through clearance of cellular debris, called homeostatic (HOM); a more reactive population, which acquires pro‐inflammatory and antigen‐presenting properties, called disease‐associated microglia (DAM); and activated microglia with high interferon signaling (IFN)—and 2 additional clusters, named unknown microglia clusters 1 and 2 (UM1 and UM2), which segregated from the known clusters and were almost exclusively derived from the RFP^High^ samples (Figure 4a; Figure S3a). The HOM cluster was depleted in the RFP^High^ microglia, while DAM and IFN clusters were equally present in both RFP^High^ and RFP^Low^ populations. Differential gene expression analysis revealed a clear distinction of the RFP^High^ microglia from the total viable population (Figure 4b), even if the expression of selected senescence‐associated genes was not specifically enriched in the UM1 and UM2 clusters, but seems to be slightly increased in the DAM cluster (Figure 4c; Figure S3d). Single‐cell regulatory network inference and clustering (SCENIC) analysis identified 43 gene networks differentially expressed between RFP^High^ and total microglia. Interestingly, expression of genes regulated by *Ets2*, a transcription factor that positively regulates p16 expression (Kotake et al., 2015), was enriched in RFP^High^ microglia (Figure 4d; Figure S3b).

**FIGURE 4:**
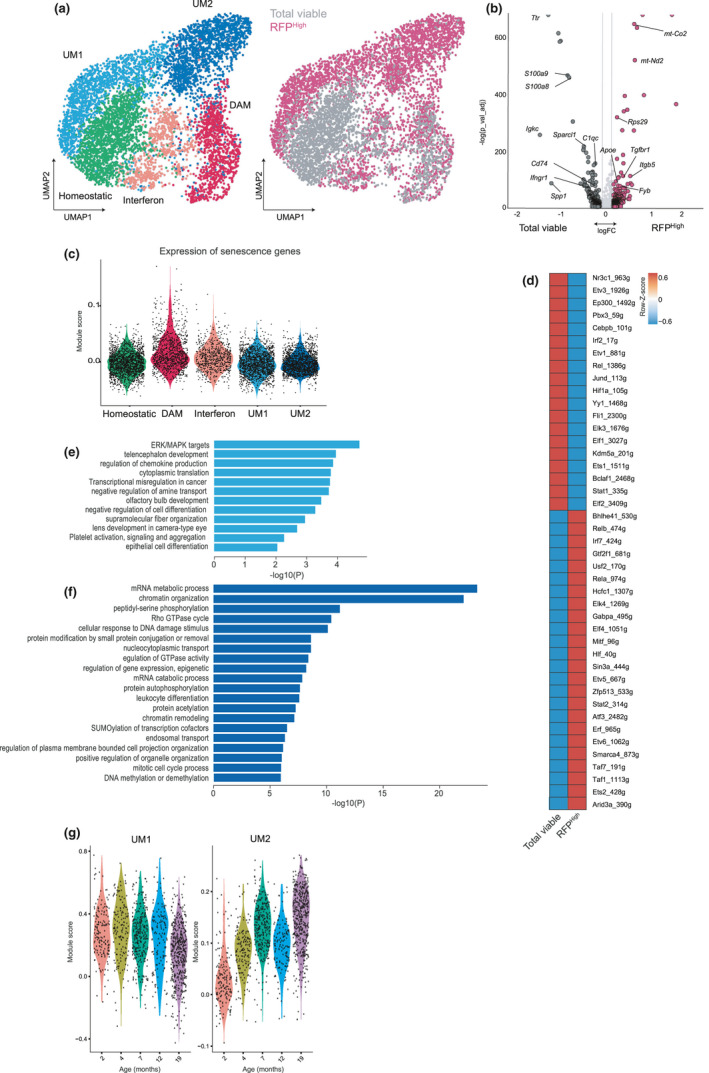
p16^High^ microglia express genes associated with inflammation, cell cycle response, and cell motility. (a) UMAP plots where colors indicate the different clusters within all the sequenced microglia cells. DAM=damage‐associated microglia. (b) Volcano plot depicting differential expressed genes between the RFP^High^ microglia and total viable microglia. (c) Violin plot showing the expression of senescence genes in each microglia cluster. (d) Heatmap showing the differentially expressed regulons in the SCENIC analysis between all RFP^High^ and total viable microglia. (e) GOs significantly enriched in the p16‐UM1 cluster. (f) GOs significantly enriched in the p16‐UM2 cluster. (g) Violin plot depicting the expression of UM1 and UM2 cluster markers with age in wild‐type mice of the dataset from Zhang et al. (Zhang et al., 2020)

We then investigated the predicted functions of genes upregulated in the RFP^High^ microglia. In line with our bulk RNAseq results, two AD risk genes were upregulated in the RFP^High^ microglia. *Gsap* selectively increases amyloid‐beta production (He et al., 2010), a protein that is aggregated in AD and inositol polyphosphate‐5‐phosphatase D (*Inpp5d)* is suggested to contribute to AD in a non‐amyloid‐beta‐dependent fashion (Efthymiou & Goate, 2017). Additionally, we found genes involved in macrophage motility and myelination. *Plxnb2* has been shown to negatively regulate cell motility (Roney et al., 2011), while *Kif13b* regulates myelination in the CNS (Noseda et al., 2016) (Table S4). In addition, we examined the genes upregulated in each UM cluster. Gene ontology analysis for genes enriched in the UM1 cluster showed an enrichment for genes involved in the ERK/MAPK pathways (Figure 4e) suggested to underlie CNS inflammation (Kaminska et al., 2009). Genes highly expressed in UM2 microglia were associated with cell cycle response and Rho GTPase signaling (Figure 4f), a pathway necessary for process motility, which is important for scanning of the parenchyma (Neubrand et al., 2014).

Finally, we compared the gene expression profile of the RFP^High^ microglia to previously reported disease‐ and aging‐associated microglia profiles (Table S5). While both the DAM and the IFN clusters significantly overlap with previously reported profiles, none of the investigated gene sets was significantly enriched in our UM1 and UM2 clusters (Figure S3c). Interestingly, when we looked at the expression levels of UM1 and UM2 cluster marker genes in aging wild‐type mice from the dataset of Zhang et al. 2020, we observed that UM1 cluster markers were expressed in microglia at all ages albeit lower at 19 months, while the expression of UM2 cluster marker genes progressively increased with age in these wild‐type mice (Figure 4g). In summary, these data show that RFP^High^ microglia cluster in two distinct subpopulations with previously unreported gene signatures which we named UM1 and UM2. UM1 negatively correlates with age and is characterized by expression of inflammatory genes. In contrast, UM2 is age‐associated and characterized by differential expression of genes involved in cell cycle regulation and cell motility.

## 3 DISCUSSION

Microglia, tissue‐resident macrophages of the CNS, is a heterogeneous cell population that change over the course of an organism lifespan. Microglia heterogeneity decreases with age, but several states—for example chemokine‐enriched inflammatory microglia—remain unchanged or increase in aged brains (Hammond et al., 2019). Moreover, microglia are reported to age in a regional‐dependent manner (Grabert et al., 2016). However, there is still little understanding of the phenotypical characteristics of microglia subpopulations in the aged brain. The current study reveals two previously unreported p16‐expressing microglia subpopulations, one with a quite stable expression across different life stages and one which accumulation significantly increases with age.

Elevated p16 expression is a marker of cellular senescence and has been used to identify the accumulation of senescent astrocytes (Bhat et al., 2012; Chinta et al., 2018; Yabluchanskiy et al., 2020), oligodendrocyte progenitor cells (Nicaise et al., 2019; Zhang et al., 2019), and neurons in the human aging brain (Kang et al., 2015) and in mouse models of neurodegeneration. Moreover, recent data indicated that microglia accumulate p16^High^ cells in aged mouse brains (Ogrodnik et al., 2021).

In this study, using both transgenic and wild‐type mice, and various publicly available mouse and human transcriptomic datasets, we identified two distinct subpopulations of p16^High^ microglia, one constantly present and one age‐associated, that did not express a classical senescence‐associated gen signature. Absence of a senescence profiling is in line with a previous study showing that while murine microglia *in vitro* show markers of replicative senescence, the microglia of aged mice express higher levels of p16 but not other typical senescence‐associated changes (Stojiljkovic et al., 2019).

Distinct transcriptional changes in each cell population were found during single‐cell sequencing of the aged murine brain (Ximerakis et al., 2019), indicating that each cell type ages differently. In our single‐cell study, only astrocytes, endothelial cells, and microglia were represented in large quantities, while other cell types were underrepresented due to our cold protease isolation procedure. Since we also identified higher expression of *CDKN2A* in lymphocytes and oligodendrocytes by analyzing a dataset derived from RNAseq of single nuclei isolated from human brains (Gerrits et al., 2021), it remains to be seen whether other less represented populations also express p16 with age.

Our data suggest a clear separation of the p16^High^ microglia from other microglia populations and the existence of two distinct subsets—one expressed across the entire lifespan and the other age‐associated. A subset of p16^High^ microglia may be part of a homeostatic mechanism aimed at reducing damage propagation, via cell cycle arrest and improved phagocytic properties, and at promoting immune surveillance, via activation of specific secretory and pro‐inflammatory phenotypes. On the other side, the accumulation of a subset of p16^High^ cells with age may represent the byproduct of excessive damage and reduced clearance capacity, which could contribute to detriment accumulation and loss of tissue homeostasis. Future studies need to address this issue by evaluating the effects of specifically eliminating specific p16^High^ microglia subsets, and to further characterize the presence and function of these subsets in the human brain. It will also be important to evaluate whether current senolytic approaches are eliminating these p16^High^ microglia subsets, and the balance between benefits and toxicities of removing such populations.

## 4 MATERIALS AND METHODS

### 4.1 Mice

p16–3MR mice with a C57BL/6 background or wild‐type C57BL/6 were used for all experiments (Demaria et al., 2014). Young mice were between 7 and 12 weeks of age, and old mice were between 105 and 116 weeks of age. The young mice were a mix of males and females (n=5), male old mice were used for bulk sequencing (n=5), and female mice were used for single‐cell sequencing (n=4). Young, 18 weeks of age, (n=3) and old, 101 and 104 weeks of age, (n=3) wild‐type mice were used for the isolation of astrocytes, microglia, and rest cells. Mice were raised on a 12‐hr light/dark cycle with food and water available *ad libitum* and were individually housed. All experiments were performed in the Central Animal Facility (CDP) of the UMCG, with protocol (15339–02–001) approved by the Animal Care and Use Committee (DEC) of the University of Groningen.

### 4.2 Cell isolation from mouse brain tissue

Cells were isolated from adult mouse brain using an enzymatic protocol at 4℃. The brains were isolated and dissociated by three rounds of GentleMACS (m_brain_01, m_brain_02, and m_brain_03) in enzyme mix of 15 mg/ml Protease (Sigma P5380), 1 mM L‐cysteine hydrochloride (Sigma C7477), and 0.5 µg/µl DNase (Roche 10104159001) with 10 min incubation in the mix on ice in between GentleMACS programs. The homogenized brain samples were passed through a 100 μM cell strainer to obtain a single‐cell suspension. The cells were centrifuged at 300 rcf for 10 min at 4℃, and the pellet was resuspended in 24% Percoll gradient buffer. 3 mL dPBS was pipetted onto the gradient buffer, and myelin was removed by centrifuging at 950 rcf for 20 min at 4℃. The cell pellets were incubated with DAPI and Draq5. Viable cells were FACS sorted as DAPI^neg^Draq5^pos^ events. RFP^High^ and RFP^Low^ bulk samples were sorted from individual mice, but for the single‐cell sequencing, RFP^High^ (21,500) and total viable cells (45,000) from four mice were combined each into one lane of a 10X Genomics Chromium chip.

For the isolation of astrocytes, microglia, and rest cells, cell pellets were incubated with the antibodies CD11b‐BV421 (clone M1/70, Biolegend, San Diego, CA, USA), CD45‐FITC (clone 30‐F11, Biolegend, San Diego, CA, USA), CD49d‐PE (clone R1‐2, Miltenyi Biotec), Acsa2‐FITC (clone REA969, Miltenyi Biotec), PI, and Draq5. Microglia were FACS sorted as PI^neg^ Draq5^pos^ CD11b^high^ CD45^int^ CD49d^neg^ events. Astrocytes were FACS sorted as PI^neg^ Draq5^pos^ CD11b^neg^ CD45^neg^ Acsa2^pos^ events and rest cells as PI^neg^ Draq5^pos^ CD11b^neg^ CD45^neg^ Acsa2^neg^ events. Bulk samples were sorted from individual mice.

### 4.3 FACS analysis

Flowjo V.10 was used to analyze the mean, median RFP expression, number of RFP positive cells, and viability of cells. Unpaired t tests were used to compare the mean, median, and number of positive cells. Paired t test was used to compare viability.

### 4.4 Real‐Time PCR

Total RNA was prepared using the AllPrep DNA/RNA Micro Kit (Qiagen, 80284). RNA was reverse transcribed into cDNA using a kit (Applied Biosystems). Quantitative RT‐PCR (qRT‐PCR) reactions were performed as described (Demaria et al., 2010) using the Universal Probe Library system (Roche). Primer used:

mp16 #91 ‐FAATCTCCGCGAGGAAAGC ‐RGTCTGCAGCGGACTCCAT.

mHprt1 #62 ‐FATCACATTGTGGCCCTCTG ‐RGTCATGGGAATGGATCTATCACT.

mHmbs #91 ‐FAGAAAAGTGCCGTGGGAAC ‐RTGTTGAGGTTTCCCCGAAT.

### 4.5 Bulk RNAseq library construction and sequencing

RNA was isolated from cell pellets with the AllPrep DNA/RNA Micro Kit (Qiagen, 80284). RNA concentrations were measured on a Qubit using a HS RNA kit. 2,5 ng of the samples was used for library preparation with the Lexogen QuantSeq 3’ mRNA‐Seq Library Prep Kit (FWD) from Illumina. All libraries were pooled equimolarly and sequenced on a NextSeq 500 at the sequencing facility in the UMCG.

### 4.6 scRNAseq library construction and sequencing

The single‐cell cDNA libraries were constructed using the Chromium Single Cell 3’ Reagents Kit v3 and corresponding user guide (10x Genomics). All samples were pooled in equimolar ratios and sequenced on a NextSeq 500 at the sequencing facility in the UMCG.

### 4.7 Gene sets from literature

To compare our microglia clusters with reported microglia phenotypes in literature, several gene sets were downloaded. From (Sierksma et al., 2020), EV7 was downloaded and genes with a p_val_adj <0.05 and logFC >0.15 were selected (304 genes) and from EV6 the CPM gene set (521 genes). From (Hammond et al., 2019), table S1 was downloaded and marker genes from clusters OA2 and OA3 were selected (136 and 37 genes, respectively). From (Keren‐Shaul et al., 2017), table S2 was downloaded and upregulated genes of “Microglia3” with a p_val_adj <0.05 were selected (469 genes). From (Butovsky & Weiner, 2018), upregulated genes listed in Figure 2 were used (29 genes). From (Gerrits et al., 2020), genes from table S4 with a p_val_adj <0.05 and logFC >0.15 were selected (188 genes). From Galatro et al. (2017), Voom Normalized counts were downloaded from GEO. From Gerrits et al. 2021, the exact same analyzed data objects as reported in the paper were used as these were generated by ourselves.

### 4.8 Bulk RNAseq data analysis

Data preprocessing was performed with the Lexogen Quantseq 2.3.1 FWD UMI pipeline on the BlueBee Genomics Platform (1.10.18). Count files were loaded into R, and DAFS filtering was performed to remove lowly expressed genes (George & Chang, 2014). A negative binomial generalized log‐linear model was used to model gene expression levels, as implemented in edgeR, adjusted for mouse since the RFP^Low^ and RFP^High^ cells were obtained from the same mice and differentially expressed genes were determined using a likelihood ratio test (Robinson et al., 2010). Thresholds were set at abs(logFC) >1 and *p* < 0.05. Principal component analysis was performed on logCPM transformed counts. Visualizations were made with the CRAN package “ggplot2.” Heatmaps were made with the CRAN package “gplots,” and rows and columns were clustered using hierarchical clustering with the ward.D2 method on Pearson's correlations. For WGCNA analysis, VST‐transformed counts obtained from DESeq2 were used as input (Langfelder & Horvath, 2008; Love et al., 2014). Signed WGCNA was performed using biweight mid‐correlations, and the max number of excluded outliers was restricted to 10%. Since we were dealing with binary data (i.e., two experimental groups), the robust treatment for the y variable of the biweight mid‐correlation was turned off (Langfelder & Horvath, 2012). Gene ontology analysis was performed on significantly differentially expressed genes (*p* < 0.05 and logFC >0.15) using “clusterProfiler” with a p‐ and q‐value cutoff of 0.05.

### 4.9 scRNAseq data analysis

Raw reads were processed using Cell Ranger 3.0.0 with default settings and aligned to the mouse mm10 genome. Barcode filtering was performed with DropletUtils with a threshold on >250 UMIs. Counts from cellular barcodes were then extracted from the raw output count matrix from Cell ranger. Cells with a mitochondrial content >10% were removed from the dataset. Counts from the different sample groups were merged into one using the “Merge” function from Seurat (v3). Then, the data were SCTransformed with regression on mitochondrial and ribosomal content, and subsequently, PCA, UMAP, finding neighbors, and clustering were performed as implemented by Seurat (Hafemeister & Satija, 2019). For differential gene expression analysis, raw counts were normalized using the “NormalizeData” function; then, DE genes were identified with MAST. Geneset scores were calculated using the “AddModuleScore” function. Average gene expression per cluster was calculated using the “AverageExpression” function. Median of expressed genes that were mitochondrial per cell: 2.2%; ribosomal: 5.6%; and median number of genes detected per cell: 755.

Regulatory gene network (regulon) analysis was performed using SCENIC; normalized counts from Seurat were used as input (Aibar et al., 2017). Only genes with more than 3 counts and present in at least 0.5% of all cells were included. GENIE3 and SCENIC were used with default settings (Huynh‐Thu et al., 2010; Aibar et al., 2017). Enrichment of gene sets and regulons in our scRNAseq data was quantified using AUCell. AUC values are plotted as an average per group. Regulons with a median AUC <0.01 were excluded in the downstream analysis.

From Zhang et al. (2020), the raw count matrices of all mice were downloaded and raw reads were processed using Cell Ranger 3.0.0 with default settings and the pre‐mRNA package. From the bam file, exonic reads and intronic reads mapping in the same direction as the mRNA were counted per barcode with Abacus in order to distinguish barcodes containing nuclear RNA from ambient and cytoplasmic RNA (Xi et al., 2020). The counts corresponding to these barcodes were extracted from the raw count matrix generated by Cell Ranger and loaded in R with Seurat (3.0.3). Nuclei with a mitochondrial content >5% were removed from the dataset. Count matrices of all mice were merged. The data were normalized for library size, by a scale factor of 10,000 and log‐transformed. Scrublet was used to identify and remove doublets (Wolock et al., 2019) (Wolock et al., 2019). Highly variable features (HVGs) were determined using the VST method. The data were scaled and heterogeneity associated with number of UMIs and mitochondrial content was regressed out and the data were clustered using the graph‐based clustering approach implemented in Seurat. The microglia cluster was identified based on expression of *P2ry12*, *Csf1r*, and *Cx3cr1*. Then, only WT mice were used for further analysis. Geneset scores were calculated using the “AddModuleScore” function from Seurat.

## CONFLICT OF INTEREST

MD is co‐founder, shareholder, and advisor for Cleara Biotech. The project was not funded or influenced by Cleara.

## AUTHOR CONTRIBUTIONS

N.T., E.G., and B.W. involved in methodology. N.T. and E.G. involved in validation and formal analysis. N.T., E.G., B.W., B.E., and M.D. involved in investigation. N.T., B.E., and M.D. involved in writing–original draft preparation, conceptualization, and writing–review and editing. B.E. and M.D. involved in supervision and funding acquisition.

## Supporting information

Figure S1‐S3 Click here for additional data file.

Table S1‐S7 Click here for additional data file.

## Data Availability

RNAseq data are deposited in the database GEO (www.ncbi.nih.gov/geo/) with identifier GSE151459. All the data presented here are available from the corresponding authors upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

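Bulk RNA sequencing of sorted brain cells from 5 old male p16‐3MR mice was analysed, with 1 RFP Low and 1 RFP High sample per mouse. The single‐cell samples, the qPCR measurements, the flow cytometry and the human data were not analysed here. According to the methods, the authors prepared QuantSeq 3′ FWD libraries and processed the reads with the Lexogen FWD UMI pipeline. The deposited values are counts of reads per gene for each sample, which the authors did not normalize. The paper's text does not name the genome build or the annotation of the bulk data. The values were treated as whole‐number counts read from cells separated by semicolons. All 10 columns of counts were matched to samples by their names.

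The authors used edgeR with a likelihood ratio test, adjusted for mouse, after DAFS filtering. The planned test was edgeR's quasi‐likelihood test, which was not run, because the automated check of units does not read cells separated by semicolons and did not admit a count model. Neither the edgeR likelihood ratio test nor DESeq2's Wald test was run, and the eigengene was not computed on DESeq2's transformed counts. In their place, log2 CPM values were fitted with limma 3.58.1 in R 4.3.3, with voom weights, the mouse as a block and empirical Bayes moderation, and p‐values were adjusted by the Benjamini‐Hochberg method. TMM scaling, the median‐of‐ratios factors and the minimum count filter were written anew from their published definitions. Library sizes were the sums over genes. The reads on no gene, between 32.1% and 48.6% of all reads per sample, and the ambiguous reads, between 0.295% and 0.436%, stayed out of them. A prior count of 2 was used for log2 CPM outside voom. Gene symbols were found for 47224 of the 47643 gene identifiers in GENCODE M21 on GRCm38, which also gave the coordinates. Reads of overlapping genes, and of the p16 and p19Arf transcripts of *Cdkn2a*, are not told apart by these counts.

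On simulated counts for 4210 genes with the mean levels and library sizes of the samples and a chosen dispersion, of 199 changed genes 189 were called (95.0%), and 1 of the 4006 unchanged genes was called. The other 5 genes were given added counts in the RFP High samples to unbalance the totals and were left out of these counts. The TMM factors were within 1.34% of those used in the simulation. As many genes were made to rise as to fall, every change was larger than the fold change threshold, and all genes had the same dispersion. In the samples more genes were called lower than higher. The rates in the simulation therefore do not give the power near the threshold, or the error of TMM, in these samples.

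The pairing comes from the methods, which state that both populations were obtained from the same mice. The correlations of the deviations from the group means within mice were 0.22, −0.04, 0.14, −0.01 and 0.02. Gene lists were tested with limma's camera with a preset correlation of 0.01. The lists of phagocytosis, cytokine production and lysosome genes, the microglia core list of 20 genes and the marker lists of other cells were written from general knowledge, and the senescence list is that of Table S5. The blue module is the list in Table S2. The genes named here are those the paper names for its RNA sequencing results, except 3 that are not reported here, and, among the genes called and changed the same way in all 5 mice, the 5 with the smallest p‐value in each direction. Of these 61 genes, 39 passed the minimum count, 19 were tested only with the 13252 genes of highest mean CPM, and 3 were not tested (*Cxcr1*, *Ak7* and *mt‐Co2*). Single values were compared by exact permutation within mice. With 5 pairs there are 32 assignments, and at least 2 are as large in either direction. A count of 0 was taken to allow up to 3 counts in each sample. This limit covers counting error only, and only that of the group at the limit.

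The gene lists and the following alternatives were fixed before the data were examined. They were other scalings (median of ratios, library size, the sum of the microglia core list), other gene filters (all genes with at least 1 count, and 13252 genes, the number that the smallest p‐value and its adjusted value in Table S1 imply), no mouse block, unadjusted p‐values, no fold change threshold, counts thinned to the smallest library, each mouse left out, other principal component settings (scaled genes, a prior count of 0.5) and other set tests. A change in the share of the first principal component was read against its jackknife standard error over mice, 5.08 percentage points. After the data were seen, limma‐trend and library sizes that include the reads on no gene were added. WGCNA, DAFS filtering and CIBERSORT were not repeated.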

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

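Samples were compared within each population in 96 groups of 5 values, of which about 5 stand apart by chance at the level used, and 9 did. The tests of these samples and of the transcripts described last were chosen after the values were seen.

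The RFP High sample of mouse 4 had 1514 CPM of *Ttr*, against 152.9 to 439 in the other RFP High samples. The rest of the choroid plexus and ependymal list took 0.0371% of its counts, the highest of the 5, against 0.0117% to 0.0202%, but did not stand apart by the same measure. The RFP High sample of mouse 1 had 59.2 CPM of *Mobp* (others 3.40 to 12.6), while the rest of the oligodendrocyte list took 0.0930% of its counts, the lowest of the 5. The RFP High sample of mouse 5 had 42.7 CPM of *Olig1* (others 0 to 8.38), and there the rest of that list, at 0.366%, was the highest. The RFP Low sample of mouse 4 had 181 CPM of *Dcn* (others 54.4 to 68.04), and the RFP Low sample of mouse 2 had 213 CPM of *Spp1* (others 52.2 to 77.5). Neither of these was tested further. A few cells of another type may account for *Ttr* and *Olig1*, but 1 sample decides nothing, and the explanations cannot be told apart with 5 samples per population. Without mouse 2, the log2 fold change of *Spp1* was 0.28 in place of −0.32.

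The other 4 cases were all in mouse 1. Its RFP High sample had 3797 CPM of *P2ry12* (others 2137 to 2454) and 237 CPM of *Plxnb2* (others 119.5 to 151). The rest of the microglia core list took 4.71% of its counts, the highest of the 5 RFP High samples (others 3.64% to 4.38%). The RFP Low sample of mouse 1 had 454 CPM of *Apbb1ip* (others 198 to 267) and 607 CPM of *Pmepa1* (others 492 to 514), and the microglia core list took 2.73% of its counts, also the highest of the 5 RFP Low samples (others 1.78% to 2.60%). A larger share of microglia in mouse 1 could contribute, but the list did not stand apart in either sample, and this cannot be told apart from a difference of that mouse, which was 113 weeks of age. Without mouse 1 the log2 fold change of *Plxnb2* was 0.69 (adjusted p = 0.0660 from limma, against 0.0154 with all mice), but its adjusted p also rose above 0.05 without mouse 3 (0.0678) and mouse 4 (0.0535), so this is not particular to mouse 1.

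The paper does not report on reads outside annotated genes, or on the transcripts that the annotation classes as TEC, a class awaiting experimental evidence, most of which lie in introns. Reads on no gene made up 41.5% ± 4.27 of all reads in RFP High and 34.9% ± 2.24 in RFP Low (SD, n = 5 each), and were higher in RFP High in 5 of 5 mice (exact permutation within mice, 2 of 32 assignments as large). The TEC transcripts took 0.628% ± 0.105 of the gene counts in RFP High and 0.427% ± 0.0484 in RFP Low, also higher in 5 of 5 mice. Of 476 such transcripts among the 13252 genes, 33 were called higher and 4 lower, and their median log2 fold change was 0.46, against −0.15 for protein‐coding genes. None of 10000 random lists of protein‐coding genes matched on mean CPM had a median as high. A larger share of microglia would raise a transcript and the gene whose intron holds it alike where only microglia express both. For 87 pairs in genes of the blue module, the median difference was 0.16, and pooled over pairs the transcripts rose by more than their genes in 5 of 5 mice, from 0.05 to 0.73 on the log2 scale. Other cells also express some of these genes, which lowers their rise, and the median of the transcripts stayed below the 1.23 of the microglia core list among the same 13252 genes. The share of microglia therefore cannot be told apart from other causes. Genomic DNA in the RFP High libraries would add reads on both strands. Transcripts on the strand opposite to their gene had 70 counts in RFP Low and 87 in RFP High, a log2 ratio of their share of 0.44 with a rise in 3 of 5 mice, which are too few counts to decide. More nuclear RNA in the RFP High libraries would raise nuclear‐retained transcripts, but the median of that list depended on the genes tested. It was 0.30 for the 6 genes above the minimum count, −0.10 for the 7 among the 13252 genes and 0 with the limit of 3 counts applied. The share of counts on the list rose in 5 of 5 mice, from 7.53% to 11.004%, a rise no larger than that of *Gm42418* alone (4.52% to 8.34%). *Neat1* fell (−2.44 among the 13252 genes). The share of counts on *Malat1* was lower in RFP High in 5 of 5 mice, with means of 2.94% in RFP Low and 2.61% in RFP High. The members go both ways, so the explanations cannot be told apart. A difference in unspliced RNA between the populations stays open and was not tested.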

How the results depend on the processing

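The alternatives were fixed before the data were examined, except limma‐trend and the library size with the reads on no gene, which were chosen after seeing the data. The edgeR likelihood ratio test and the DESeq2 Wald test were not run.

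The number of called genes depended most on which genes were tested and on the scaling to the microglia core list. In place of 573 genes (228 higher, 345 lower), 1456 were called with all genes that had at least 1 count (366 higher, 1090 lower) and 1313 with the 13252 genes of highest mean CPM (352 higher, 961 lower). The larger number of genes tested is part of how these filters are made. The share of lower genes among the calls moved from 60.2% to 74.9% and 73.2%. Without a fold change threshold 982 genes passed, 478 of them higher. With library sizes taken from the microglia core list, 2308 genes were called, 3 higher and 2305 lower (99.9%), while the median log2 fold change of all genes moved by −1.05. The other scalings, thinning to the smallest library, unadjusted p‐values and limma‐trend stayed within 1.5 times each count. Each mouse left out in turn gave from 487 to 650 genes.

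Without the mouse as a replicate block, 606 genes were called, 250 higher and 356 lower, of which 532 were also called with it. Exchanging labels over all samples in place of within mice gave an exact permutation p of 0.00794 in place of 2 of 32 assignments for both the difference on the first component (1.82 standard deviations of the scores) and the eigengene correlation (0.95), because more assignments allow a smaller p.

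The share of the first component was 49.7%, and 31.0% with scaled genes, 31.6% with all genes and 33.04% with the 13252 genes. It ranged from 49.6% to 56.3% across the 5 analyses that each left out a mouse. The cause was not tested. The sign of a component is arbitrary, so only the size of the difference between populations was compared. It lay between 1.775 and 1.85 standard deviations of the scores in every alternative run.

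The scaling to the microglia core list turned the eigengene correlation to −0.84 and the median log2 fold changes to −0.26 for phagocytosis, −0.52 for cytokine production and −0.41 for lysosome genes, from 0.79, 0.50 and 0.62. It also turned *Cx3cr1* (−0.14), *P2ry12* (−0.0372), *Gfap* (−0.34), *Fabp7* (−0.76), *Gsap* (−0.26), *Plxnb2* (−0.22), *Kif13b* (−0.40), *C1qc* (−0.19), *Ifngr1* (−0.57), *mt‐Nd2* (−1.04) and *Apoe* (−1.003). It was built to set the microglia genes to no change, and lowers every list or gene whose rise is smaller than theirs below 0. In the other alternatives the 3 lists stayed above 0, from 0.65 to 0.84, 0.42 to 0.66 and 0.56 to 0.73 in that order. The senescence list, with a median of −0.0384, had p = 0.150 from limma's camera with a preset correlation and 0.00366 from limma's fry.

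A few genes near no change turned sign elsewhere. *Atp1b2* was 0.0197 with all genes, and from −0.45 to 0.15 with a mouse left out. *Fabp7* was −0.10 without the replicate block, −0.0526 with limma‐trend, and from −0.0779 to 0.49 with a mouse left out. *mt‐Nd2* was −0.0390 with thinned counts, and from −0.0355 to 0.11 with a mouse left out. *Apoe* was −0.0441 without the block, −0.0588 with thinned counts, −0.0547 with limma‐trend, and from −0.18 to 0.25 with a mouse left out. *Spp1* ranged from −0.84 to 0.28. The cause was not tested. Among the 58 named genes tested, the adjusted p rose above 0.05 in 29 other cases and fell below it in 31 over all alternatives, 10 and 13 of these under the microglia core scaling and 8 of the 31 with unadjusted p. The adjusted p of *Cass4*, *Angptl7* and *Vcan* rose above 0.05 with some mouse left out, and the cause was not tested. Depth limits genes such as *Apba2* and *Akr1b3*, with 0 counts in every RFP Low sample, for which no fold change can be given.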

Differences from the paper's values

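The paper reports 1459 differentially expressed genes, and 573 were called here. Table S1 lists 1450 genes, with 391 higher and 1059 lower in RFP High, against 228 and 345 here. Values were taken to differ when 1 was more than 1.5 times the other and, for measures with a spread, when they also differed by more than the SD over mice or the jackknife standard error. Among the alternatives set before the data were examined, those that no longer differed in this sense were testing all genes with at least 1 count (1456 genes, 366 higher and 1090 lower) and the 13252 genes of highest mean CPM (1313 genes, 352 higher and 961 lower). Without a fold change threshold the total (982) and the number higher (478) were within 1.5 times the paper's, and without mouse 1 the number higher (268). The other alternatives did not. Of the 1427 genes of Table S1 matched here and tested among the 13252 genes, all had the same sign as in the table and 1244 were called.

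The first principal component holds about 33 percent of the variance in Fig. 1C of the paper, read by eye, and 49.7% here. With scaled genes it held 31.0%, with all genes 31.6% and with the 13252 genes 33.04%, none of which differed from the paper's value in this sense. The prior count and leaving out mice did not close the gap.

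The levels in Fig. 3A of the paper, whose axis reads logCPM, lie on the scale of CPM, and are compared on it here, read by eye. For *Cx3cr1* the paper shows about 1800 in RFP Low and about 3500 in RFP High, against 3016 and 5554 CPM here, for *P2ry12* about 800 and about 1600, against 1297 and 2595, and for *Tmem119* about 270 and about 650, against 446 and 1030. For *Aqp4* in RFP Low it shows about 190, against 313, and for *Cldn5* in RFP Low about 350, against 589. Library sizes that include the reads on no gene, an alternative chosen after seeing the values, gave 1841 and 3407 for *Cx3cr1*, 792 and 1591 for *P2ry12*, 273 and 632 for *Tmem119*, 192 for *Aqp4* and 362 for *Cldn5*, none of which differed in the sense given above. Of the alternatives set before the data were examined, the microglia core scaling no longer differed for *Cx3cr1*, *P2ry12* and *Tmem119* in RFP High. Leaving out mouse 1 brought *P2ry12* to 1157 in RFP Low and 2348 in RFP High, and leaving out mouse 5 brought it to 1236 in RFP Low, which no longer differed in the same sense but stayed above the paper's values. For *Cldn5* in RFP Low the 2 wider gene filters gave 574 each and leaving out mouse 2, 3 or 4 gave 568, 551 and 526, which stayed above the paper's value but within the SD over mice.

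The paper names *Apba2* and *Akr1b3* among the genes most enriched in RFP High. Here their adjusted p‐values were 0.0872 and 0.0521 with the 13252 genes. *Akr1b3* was called with all genes tested (0.0257) and without mouse 2 (0.0240), and *Apba2* without mouse 1 (0.0491) or mouse 2 (0.0458). *F13a1* and *Ets2* are in Table S1 as lower in RFP High, and had adjusted p‐values of 0.0878 and 0.06249 here. *F13a1* was called with limma‐trend (0.0413), which was chosen after seeing the values, and with the microglia core scaling. *Ets2* was called without mouse 2 (0.0278) and with the microglia core scaling. All 4 of these genes were called with unadjusted p‐values.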

Other observations

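The comparison of cell types, the splits of each direction and of the lists, and the difference between lysosome and microglia core genes within mice were chosen only after the values were seen.

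Among 100 splits of the 10 samples into groups of 5 that include the real one, 1 gave as many called genes (573), which was the real one, and likewise 1 as many on each side. The other splits drawn gave 0 calls. With unadjusted p‐values under 0.05 the real split gave 630 calls, and the other splits that part all pairs gave at most 148, those that part 3 pairs at most 460 and those that part 1 pair at most 77. For the medians of the phagocytosis, cytokine production, lysosome and microglia core lists, 20, 19, 11 and 20 of the 100 splits were as large, and for the senescence list 77. The largest medians of the other splits were 0.87, 0.75, 0.88 and 1.34 for the first 4 lists. Of the 100 splits, 27 part 1 pair, 60 part 3 pairs and 13 part all 5 pairs, as the real one does. In a fit with the mouse as a block, a pair kept together says nothing about the groups, so that the splits that part 1 or 3 pairs rest on as few mice. Many of these splits repeat the same fit, so the counts out of 100 are not counts of distinct fits. Of the 13 splits that part all pairs, 1, the real one, gave as many calls in all and in each direction and a median as large for the first 4 lists, and 11 did for the senescence list. For the list medians, 13 splits cannot give a share under 0.05, so chance cannot be told apart there. The share for the calls has the same limit, but every other split drawn gave 0 calls, against 573. With unadjusted p-values the other splits that part all pairs gave at most 148, against 630. These values argue against chance for the calls as a set.

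Of the 573 calls, 407 were also made with counts thinned to the smallest library, which argues against the difference in depth as the cause. A larger share of microglia in the RFP High samples would raise all microglia genes alike. Relative to the microglia core list, 3 of the 228 genes higher in RFP High were still called higher. This scaling moves all genes by −1.05 at the median, and the median log2 fold change of the 228 genes was 1.21, so that few could have stayed above 1 and this count decides nothing. Of the 228 genes, 18 had an adjusted p‐value under 0.05 and a positive change without the fold change threshold, among them *Laptm5*, *Fcrls*, *Igf1* and *Ctsz* (the last 3 chosen after their values were seen). These genes were picked by their rise, and the share of microglia cannot be told apart here from a change within microglia, because no count of the cells goes with the libraries. The genes lower in RFP High are not explained by dilution of all other cells alike, since the endothelial list share fell by more than the astrocyte list share in 5 of 5 mice (mean difference −3.21 on the log2 scale, SD 1.51), and the difference was −0.57 in mouse 1. The paper's single cells sorted as RFP High, from female mice, were mostly microglia with a few glial restricted progenitors. Its deconvolution of the bulk samples also gave a pattern of more microglia in RFP High. Neither was repeated here, and which other cells were sorted into each bulk population stays open from these counts.

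The lysosome list, fixed as a check on autofluorescent cells, had 38 of 53 genes tested and a median log2 fold change of 0.62 (p = 1.39e-11 from limma's camera test with a preset correlation, 3.47e-11 after Benjamini‐Hochberg adjustment over 5 lists). If autofluorescent, lysosome‐rich microglia had been sorted into the RFP High gate, lysosome genes could be expected to rise above the microglia core genes. Their median rise was smaller in 5 of 5 mice, by −0.49 on average. The RFP Low samples also hold lysosome transcripts of other cells, so this cannot be told apart from a rise that the other cells hide. The camera test compares a list with the other genes. With the scaling to the core list, its p for the lysosome list was 3.47e-06 in place of 1.39e-11. Without that scaling, limma's camera test with an estimated correlation gave p = 0.0198 for the lysosome list, and limma's fry test gave 3.24e-04.

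*Cdkn2a*, whose locus encodes p16, had 8 counts in the RFP Low samples (2, 0, 0, 2 and 4 in mice 1 to 5) and 0 in every RFP High sample. A count of 0 allows up to 3, and the limit for RFP High was not below the RFP Low level, so at this depth no difference was detectable (adjusted p = 0.239 from limma with the 13252 genes). The paper reports by other methods that the RFP High population was enriched for the p16 transcript and sorted the cells by a reporter under the p16 promoter.

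For genes that the paper reports from its single cells, *Inpp5d* had a log2 fold change of 1.23 in the bulk samples (adjusted p = 1.99e-05), *Plxnb2* 0.81 (0.0154), *Gsap* 0.88 (0.231) and *Ets2* −1.61 (0.06249). *Kif13b* had 7 counts in RFP Low and 12 in RFP High. The 162 senescence genes of Table S5, which the paper examined in single cells, gave 148 matches and 48 tested genes, with a median of −0.04 (p = 0.150 from limma's camera test). Of these, 7 were higher and 12 lower when adjusted over the list alone, and 5 and 12 over all genes tested.

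The other marker lists were examined with the 13252 genes. The median log2 fold change was 1.23 for homeostatic microglia genes, which all belong to the core list, 0.24 for disease‐associated microglia genes and −0.60 for interferon genes (−0.49 with genes at the limit of 3 counts set to it). The median was −0.22 for astrocyte and 0.28 for CNS‐associated macrophage genes with and without that limit. For the other cell types the median moved with the limit, from −4.48 to −3.68 for endothelial, −2.83 to −1.14 for mural, −3.83 to −2.16 for oligodendrocyte, −1.85 to −0.62 for oligodendrocyte progenitor, −1.30 to −0.96 for neuron, −4.54 to −3.48 for neutrophil, −2.71 to −0.14 for T and NK cell, −0.99 to 0 for B cell, −2.99 to −2.65 for monocyte, −1.38 to 0 for choroid plexus and ependymal and −4.01 to −3.62 for erythrocyte genes. Most tested genes of 4 of these lists lay at the limit (8 of 11 mural, 12 of 13 T and NK cell, 6 of 9 B cell, and 7 of 10 choroid plexus and ependymal genes). The shares of the counts on these 4 lists fell in 5 of 5 mice, from 0.0497% to 0.00711%, from 0.0368% to 0.00112%, from 0.0632% to 0.0239% and from 0.314% to 0.0794%. Immediate early genes had a median of −0.66, or −0.08 with the limit, with 4 called lower and 0 higher, and their share fell in 5 of 5 mice, from 0.189% to 0.127%. The median was −1.06 for p16‐related genes, or −0.94 with the limit, and 0.00 for mitochondrially encoded genes. *Gm42418*, chosen after its values were seen, took 4.52% ± 0.519 of the gene counts in RFP Low and 8.34% ± 2.01 in RFP High (SD, n = 5 each), higher in 5 of 5 mice.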
